A study of Homo sapiens with 6 samples. Its data were reported in "Cytosolic N6AMT1-dependent translation supports mitochondrial RNA processing" (2024).

How the data were processed

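The data were ribosome profiles of K562 cells, a human chronic myelogenous leukemia cell line. Ribosome profiling (Ribo-Seq) sequences the stretches of mRNA that ribosomes shield from a nuclease, so the number of such footprints on a coding sequence (CDS) is a measure of ribosome occupancy. Per the labels, cells were transduced with a lentiviral CRISPR/Cas9 vector whose guide targeted N6AMT1, or with guides against olfactory receptor genes as a control, and harvested 10 days after infection following 48 h of puromycin selection. N6AMT1 is a methyltransferase that modifies the translation release factor eRF1. The labels gave 3 libraries of control cells (sgCtrl) and 3 of N6AMT1-depleted cells (sgN6AMT1), numbered 1 to 3 in each group. Which of the control guides each sgCtrl library carried is not stated in the labels.

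The values were whole-number footprint counts per transcript, deposited as 1 table for the whole series. The authors trimmed adapters with cutadapt, kept reads of footprint length, mapped them to GRCh38 with HISAT2 and removed reads on rRNA and tRNA. They then mapped the remaining reads to 1 canonical transcript per gene with bowtie2, predicted ribosomal P-site positions with riboWaltz and summed P-sites over each CDS. The authors also counted overlaps with a gene annotation for their differential analysis in DESeq2, and which of these counts the table holds is not stated. The counts were neither normalized nor pooled over replicates. Extraction used cycloheximide in the lysis buffer and RNase I digestion, and no molecular identifiers are described, so counting error understates the error of a footprint count. Footprints reflect mRNA abundance as well as translation. The RNA sequencing of the study was not used here, so translational efficiency was not analysed here.

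The table listed 19330 transcripts with 19330 distinct gene symbols, and all of its count columns belonged to the 6 libraries. Transcripts were matched by identifier, without the version, to GENCODE release 44 on GRCh38, the build the authors used with another annotation. This placed 17687 transcripts (91.5%), of which 17537 had an annotated CDS. Genes without a match took the location of the GENCODE gene with the same symbol, and no CDS length or sequence. Current names were used for older symbols, so KIAA0391 in the table is PRORP here.

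Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed by filterByExpr at its default minimum of 10 counts, which left 9202 genes; the 10128 genes removed held 0.465% of all counts. Trimmed-mean (TMM) factors normalized the libraries, and CPM are counts scaled by edgeR's cpm function to the TMM-adjusted library size. The groups were compared with edgeR's quasi-likelihood F test with robust estimation, 2-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Log2 fold changes are sgN6AMT1 over sgCtrl, with a standard error (SE) derived from the F statistic. Lists of genes were tested with camera from limma 3.58.1, at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 13 lists. Library totals and shares were compared with 2-sided exact permutation tests, which cannot give a p below 0.1 for 3 libraries against 3. Distances between replicates were checked by a chi-square statistic over genes with at least 20 counts in a pair of libraries.

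The groups, the tests, the 13 lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined. The rule named N6AMT1, its partner TRMT112, the eRF1 gene ETF1, the mitochondrial RNase P genes PRORP, TRMT10C and HSD17B10, the RNase Z gene ELAC2, the 13 mtDNA-encoded ORFs, ATF4 and DDIT3. It added the 5 genes with the largest increase and the 5 with the largest decrease among genes past the threshold with a mean of at least 10 CPM and no overlap between the groups. These alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, total counts without factors, removal of the mtDNA-encoded ORFs, no filter on low counts, a mean of at least 50 counts, limma-voom, the replicate number as a block, and fits without each library in turn. For the lists they were camera with an estimated correlation, fry, fgsea 1.28.0 and the RNA processing and granule lists without TRMT10C and PRORP. A pair of alternatives was added after the data had been seen: removal of smooth trends on CDS length and GC content (loess, span 0.5), and random thinning of each library to the smallest total. The trends were fitted to counts scaled by library totals and were removed on top of the TMM factors. This shifted the median gene by -0.05 on the log2 scale, so its counts of lower and higher genes also reflect scaling. A list of 56 lysosomal genes was also written after the genes with the smallest p-values had been seen.

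The tests were tested on simulated data drawn from the means and library sizes of these samples. Every changed gene had a log2 fold change of 0.58, up or down, and all genes had the same dispersion. A larger share of genes, 26.9%, passed in the real data, so the rates below do not calibrate the calls made here. Of 197 changed genes among 9164 tested, edgeR recovered 71.1%, and 6.67% of its calls were false. DESeq2 recovered 54.5% of 200 changed genes among 13242, with 0 false calls. Counts of 3 or fewer in all libraries of a group were treated as a floor, and folds against such a group are given as bounds. These bounds used counts scaled by library totals, without TMM factors. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and Biopython 1.88, and plots were drawn with matplotlib 3.10.9.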

Results

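Ribosome footprints on 19330 transcripts were counted in 3 sgCtrl and 3 sgN6AMT1 libraries of K562 cells. The sgCtrl libraries held 2031944, 2969736 and 2079966 counts, and the sgN6AMT1 libraries 2250758, 2277616 and 1821356. Mean totals did not differ between the groups (exact permutation p = 0.6, n = 3 per group). At least 1 footprint was found for 11786 ± 192.3 genes (SD, n = 3) in sgCtrl and 12065 ± 144.4 genes (SD, n = 3) in sgN6AMT1 (exact permutation p = 0.2). The 10 most abundant genes took 6.94% ± 0.022 (SD, n = 3) of counts in sgCtrl and 6.64% ± 0.043 (SD, n = 3) in sgN6AMT1, with no overlap between the groups (exact permutation p = 0.1, the smallest that 3 against 3 allows). The share of counts on the 13 mtDNA-encoded ORFs was 0.659% ± 0.040 (SD, n = 3) in sgCtrl and 0.654% ± 0.033 (SD, n = 3) in sgN6AMT1 (exact permutation p = 1.0). Chi-square per degree of freedom lay between 1.25 and 1.68 for pairs of libraries within a group and between 4.89 and 7.04 for pairs across groups. Replicates thus differed by more than sampling noise, and by less than the groups did.

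The targeted gene was examined first. N6AMT1 (listed transcript ENST00000460212.1) lies on the minus strand of chromosome 21 at 28872191 to 28885371 in GRCh38, with 7 exons and a CDS of 642 bases. GENCODE annotates this transcript as a target of nonsense-mediated decay. Its counts were 25, 24 and 34 in the sgCtrl libraries and 10, 9 and 8 in the sgN6AMT1 libraries. This gave 12.5 ± 4.24 CPM (SD, n = 3) in sgCtrl and 4.2 ± 0.27 CPM (SD, n = 3) in sgN6AMT1. The log2 fold change was -1.51 (SE 0.31, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 6.69e-05), and every sgN6AMT1 value lay below every sgCtrl value. Other genes on chromosome 21 were lower as well: the median log2 fold change of its 86 tested genes was -0.26 (camera adjusted p 1.77e-07 over 27 regions), and 76.7% of them had a negative log2 fold change. Medians of the other chromosomes ranged from -0.06 to 0.12. Chromosome 15, with a median of 0.12, was the only other chromosome past the threshold (camera adjusted p 0.0334). TRMT112 rose from 193 ± 9.43 to 251 ± 11.9 CPM (SD, n = 3 each), a log2 fold change of 0.38 (SE 0.067, edgeR adjusted p 3.58e-06). ETF1 did not change (log2 fold change -0.06, SE 0.061, edgeR adjusted p 0.495).

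**Figure D1:**
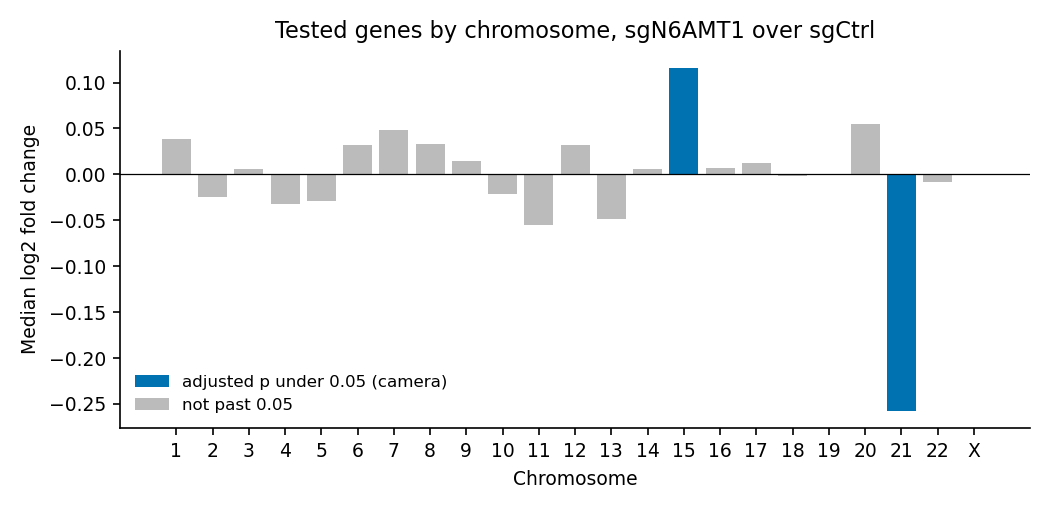
Median log2 fold change (sgN6AMT1 over sgCtrl, vertical axis) of the tested genes on each chromosome (horizontal axis), with chromosomes past an adjusted p of 0.05 in camera in blue. The bar of chromosome 21, which carries N6AMT1, lies at -0.26, and the others lie between -0.06 and 0.12.

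To ask which genes changed their ribosome occupancy upon N6AMT1 depletion, the 9202 genes with enough counts were compared between the groups. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2473 genes (26.9%) passed an adjusted p of 0.05, of which 1191 were higher and 1282 lower in sgN6AMT1. The unadjusted p was under 0.05 for 3390 genes. The choice of tool moved this count most: DESeq2 called 1324 genes, 585 higher and 739 lower, and 1296 of them were among the 2473. With total counts in place of TMM factors, 1560 genes were higher and 976 lower, so the share of lower genes went from 51.8% to 38.5%. That scaling shifted the median gene by 0.05 on the log2 scale. Changes were mostly small, with a median absolute log2 fold change of 0.44 among the genes past the threshold. An absolute log2 fold change of at least 1 was reached by 277 of them, 215 higher and 62 lower. The 3 values of each group did not overlap for 3454 genes, or 37.5%, where chance gives 10%. They did not overlap for 2280 of the 2473 genes. The spread between replicates was small, with a common biological coefficient of variation of 4.36%.

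**Figure D2:**
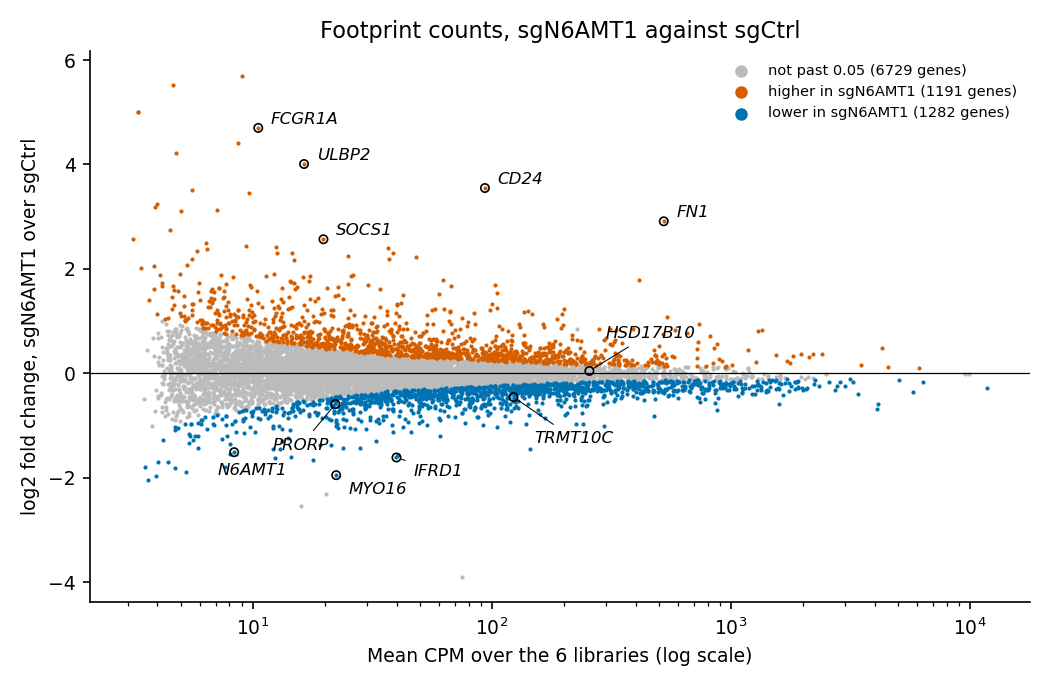
Log2 fold change of each of the 9202 tested genes (vertical axis) against its mean CPM over the 6 libraries (horizontal axis, log scale); genes past an adjusted p of 0.05 are orange (1191, higher in sgN6AMT1) or blue (1282, lower). Named genes are circled, among them N6AMT1 at -1.51 and FN1 at 2.91.

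Among abundant genes, the largest increases were those of FCGR1A, ULBP2, CD24, FN1 and SOCS1. FN1 (ENST00000354785.8, chromosome 2, 215360865 to 215436068) rose from 123 ± 5.54 to 923 ± 17.9 CPM (SD, n = 3 each), a log2 fold change of 2.91 (SE 0.062, edgeR adjusted p 5.73e-63). CD24 (ENST00000622315.1, chromosome 6, 106971380 to 106974039) rose from 15.4 ± 5.30 to 172 ± 17.2 CPM (SD, n = 3 each), a log2 fold change of 3.55 (SE 0.13, edgeR adjusted p 4.71e-38). SOCS1 on chromosome 16 rose by 2.57 on the log2 scale (SE 0.22, edgeR adjusted p 8.92e-18). ULBP2 (ENST00000367351.3, chromosome 6, 149942014 to 149949235) had 3, 7 and 3 counts in sgCtrl and 59, 85 and 56 in sgN6AMT1, a log2 fold change of 4.01 (SE 0.29, edgeR adjusted p 8.81e-22). Its value is uncertain because related genes of the same cluster can share reads with it, and RAET1G and RAET1L, chosen after their values were seen, rose with it. RAET1L had 1 count in each sgCtrl library and 20, 18 and 20 in sgN6AMT1. FCGR1A (ENST00000369168.4, chromosome 1, 149782694 to 149791675) had 3, 0 and 2 counts in sgCtrl and 52, 39 and 39 in sgN6AMT1 (edgeR adjusted p 1.26e-17). Set against the floor of 3 counts, and scaled by library totals without TMM factors, it was at least 15.7-fold higher. Its near-identical copy FCGR1B, also chosen after its values were seen, had 0, 1 and 1 counts in sgCtrl and 33, 50 and 32 in sgN6AMT1, so the split of reads between these copies is uncertain.

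The largest decreases were those of MYO16, SEPT5, GP6, IFRD1 and F2RL3. MYO16 fell from 35.4 ± 2.04 to 9.26 ± 3.09 CPM (SD, n = 3 each), a log2 fold change of -1.95 (SE 0.20, edgeR adjusted p 4.70e-14). IFRD1 (ENST00000403825.7, chromosome 7, 112450460 to 112477203) fell from 59.9 ± 11.4 to 20.0 ± 2.93 CPM (SD, n = 3 each), a log2 fold change of -1.61 (SE 0.15, edgeR adjusted p 2.47e-16). SEPT5 on chromosome 22, GP6 on chromosome 19 and F2RL3 on chromosome 19 had log2 fold changes of -1.67, -1.62 and -1.61. Their edgeR adjusted p-values were 1.21e-08, 1.12e-07 and 1.66e-08. The listed transcripts of MYO16 and GP6 were not matched in the annotation used here, and their chromosomes are those of the genes of that name.

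Mitochondrial RNase P, the enzyme that cuts tRNAs out of mitochondrial transcripts at their 5′ ends, is made of PRORP, TRMT10C and HSD17B10. TRMT10C (ENST00000309922.6, chromosome 3, 101561868 to 101566446) fell from 143 ± 6.99 to 104 ± 13.5 CPM (SD, n = 3 each), a log2 fold change of -0.46 (SE 0.087, edgeR adjusted p 1.58e-05). It stayed lower and past the threshold in all 17 alternatives, with log2 fold changes from -0.54 to -0.37. PRORP (ENST00000534898.8, listed as KIAA0391, chromosome 14, 35122552 to 35277622) rested on fewer counts, 49, 89 and 49 in sgCtrl and 38, 44 and 33 in sgN6AMT1. It fell from 26.5 ± 3.64 to 17.9 ± 1.18 CPM (SD, n = 3 each), a log2 fold change of -0.59 (SE 0.18, edgeR adjusted p 0.00769). This call was not held by DESeq2 (log2 fold change -0.59, adjusted p 0.122), nor by edgeR without sgCtrl replicate 2 (log2 fold change -0.45, adjusted p 0.109). Over its 17 alternatives the adjusted p of PRORP ranged from 0.00395 to 0.122, and its log2 fold change stayed negative. HSD17B10 (ENST00000168216.10, chromosome X, 53431261 to 53434370) did not change, at 252 ± 16.3 and 259 ± 11.1 CPM (SD, n = 3 each), with a log2 fold change of 0.04 (SE 0.065, edgeR adjusted p 0.664). Without sgCtrl replicate 2 its log2 fold change was -0.0127. ELAC2, which encodes the nuclease that cuts at the 3′ ends of these tRNAs, fell by 0.39 on the log2 scale (SE 0.079, edgeR adjusted p 3.95e-05).

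The decreases of these genes lay within the range of many others. Of the 1282 genes that were lower past the threshold, 277 (21.6%) had a more negative log2 fold change than PRORP, 480 (37.4%) than TRMT10C and 607 (47.3%) than ELAC2.

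**Figure D3:**
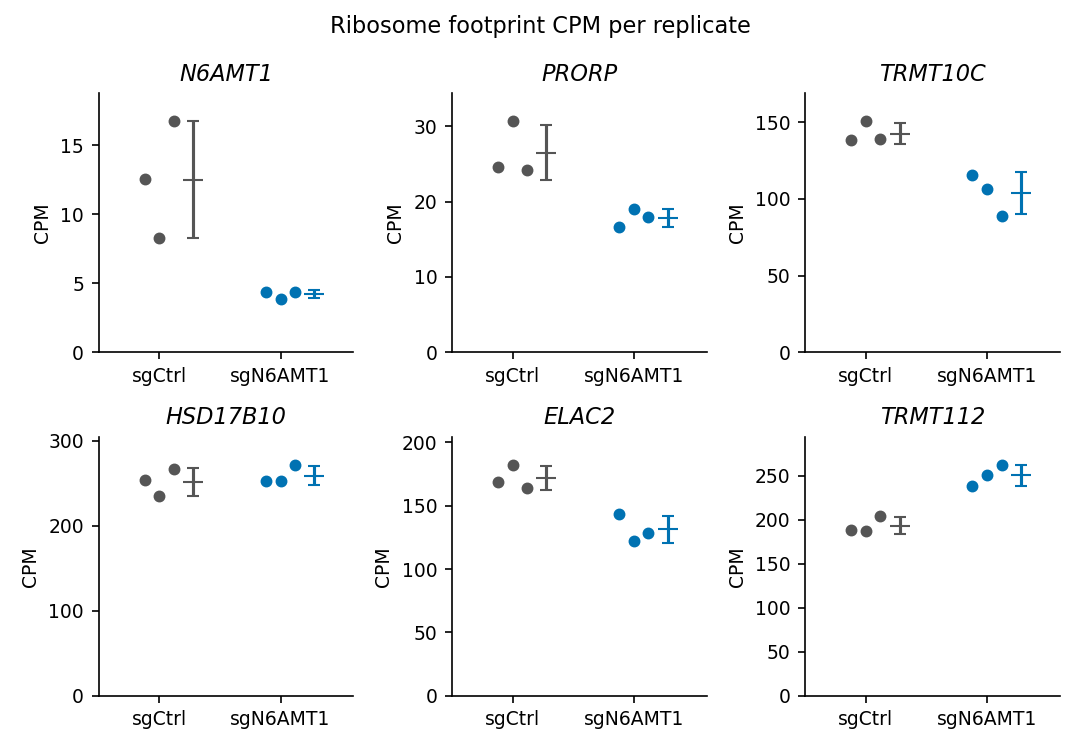
CPM (vertical axes, starting at 0) of 6 genes in each sgCtrl and sgN6AMT1 library, with points for replicates and bars for the mean ± SD (n = 3). The groups do not overlap for N6AMT1, PRORP, TRMT10C, ELAC2 and TRMT112, and overlap for HSD17B10.

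Lists of genes were then tested as sets, to ask whether the decrease extended to mitochondrial RNA metabolism. Of the 13 lists, 5 passed an adjusted p of 0.05 in camera, all with a negative median. The 22 genes of mtRNA processing and decay had a median log2 fold change of -0.21 (camera adjusted p 0.00329). By edgeR's test, 10 of them were lower past the threshold, and 12 when adjusted over the list alone. The 26 genes of the mitochondrial RNA granule had a median of -0.22 (camera adjusted p 0.00351), with 12 lower, and 14 when adjusted over the list alone. Without TRMT10C and PRORP both lists stayed past the threshold. The 13 mtDNA-encoded ORFs had a median of -0.17 (camera adjusted p 0.0425), which did not hold in 11 of 17 alternatives. Their median depended on single libraries, from -0.28 without sgCtrl replicate 3 to -0.10 without sgN6AMT1 replicate 2. The smallest p-values were those of lists outside mitochondria, whose medians here were closer to 0 than those of the processing and granule lists. That order changed without TRMT10C and PRORP, where the processing median was -0.16. It also changed with CDS length and GC trends removed, with medians of -0.29 for ribosomal proteins and -0.25 for processing. The 74 cytosolic ribosomal protein genes had a median of -0.17 (camera adjusted p 1.56e-16), with 50 lower and 0 higher. When adjusted over the list alone, 57 of them changed, 56 of which were lower. The 45 cytosolic translation factors had a median of -0.19 (camera adjusted p 2.46e-08), with 27 lower and 1 higher. When adjusted over the list alone, 33 of them changed, 30 of which were lower. Many ribosomal protein genes have processed copies that share reads with them, so their single values are uncertain. When the correlation between genes was estimated for each list, only the translation factors stayed past the threshold (adjusted p 0.0274). The processing list, the granule list and the ribosomal protein genes then had adjusted p-values of 0.0899, 0.0991 and 0.0899. Under fry, 8 lists passed, among them these 4 and not the mtDNA-encoded ORFs (adjusted p 0.157).

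The remaining 8 lists did not pass in camera. The 29 genes of mt-tRNA and mt-rRNA modification had a median log2 fold change of -0.12 (adjusted p 0.234), with 6 genes lower, both over all genes and when adjusted over the list alone. In fits that each left out 1 library this median ran from -0.11 to -0.0127, the latter without sgCtrl replicate 2. The 17 genes of mtDNA transcription and replication had a median of -0.13 (adjusted p 0.191), with 5 genes past the threshold under either adjustment, 4 lower and 1 higher. Without sgCtrl replicate 2, only 2 of these genes were lower and 0 higher. Medians of 81 mitochondrial ribosome genes and 20 mitochondrial aminoacyl-tRNA synthetases were -0.04 and -0.11 (adjusted p 0.399 and 0.311), and that of the synthetases ran from -0.15 to -0.0305 in the fits without 1 library. Of the ribosome genes, 13 were lower and 4 higher, and 15 changed when adjusted over the list alone. This balance depended on the scaling, with 11 lower and 15 higher for total counts only and 25 lower and 3 higher with CDS length and GC trends removed. Of the synthetases, 2 were lower under either adjustment. The 76 nuclear-encoded OXPHOS subunits went both ways, with 15 lower and 16 higher, 32 changed when adjusted over the list alone and a median of -0.0033 (adjusted p 0.919). For total counts only, 12 were lower and 21 higher. With trends removed, which also shifted the median gene by -0.05, 32 were lower and 7 higher. Integrated stress response targets did too, with 8 lower and 9 higher of 28, 19 changed when adjusted over the list alone and a median of 0.12 (adjusted p 0.464); for total counts only, 6 were lower and 11 higher. Their median depended on single libraries, from -0.0440 without sgCtrl replicate 1 to 0.16 without sgN6AMT1 replicate 3, and without sgCtrl replicate 2 only 5 were higher. The 25 erythroid genes had a median of -0.10 (adjusted p 0.395), with 9 lower and 5 higher, and 15 changed when adjusted over the list alone. Only 6 of 23 interferon-stimulated genes had enough counts, with a median of 0.17 (adjusted p 0.464; 0.0968 to 0.43 in the fits without 1 library) and 2 higher under either adjustment. ATF4, chosen beforehand, rose from 25.5 ± 3.62 to 37.1 ± 3.50 CPM (SD, n = 3 each), a log2 fold change of 0.53 (SE 0.15, edgeR adjusted p 0.00414). This call was not held by DESeq2 (adjusted p 0.0967, the highest of a range that began at 0.00145). DDIT3 was under the count filter, with 5, 11 and 7 counts in sgCtrl and 3, 2 and 2 in sgN6AMT1. Against the floor of 3 counts it was at least 2.22-fold lower, but it passed in neither edgeR without the filter (adjusted p 0.0584) nor DESeq2 (adjusted p 0.254).

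**Figure D4:**
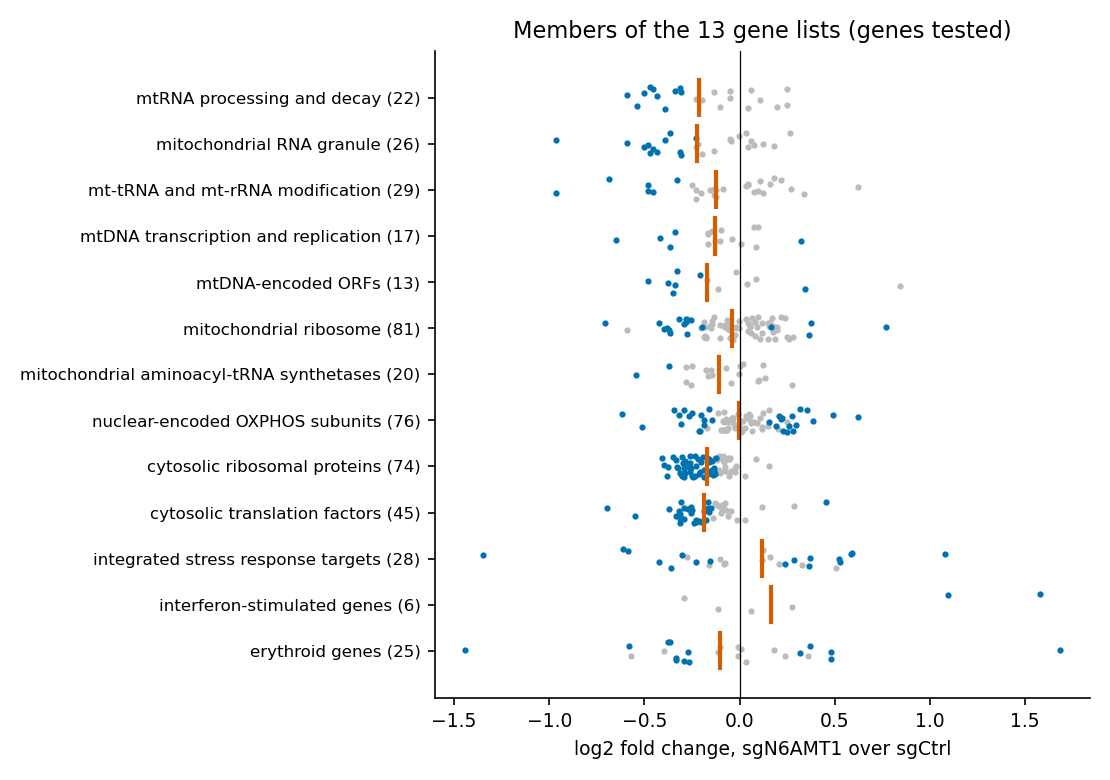
Log2 fold change (horizontal axis) of each tested gene of the 13 lists (vertical axis, with the number of genes tested), with genes past an adjusted p of 0.05 in blue, others in gray and the median of each list as an orange line. Medians run from -0.22 for the mitochondrial RNA granule to 0.17 for 6 interferon-stimulated genes.

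Because the study found lower mt-mRNA levels upon depletion, the ORFs of mitochondrial DNA were examined singly. By edgeR's test 6 of 13 were lower and 1 was higher past the threshold, and 8 were past it when adjusted over the list alone, 6 of them lower. MT-CO3 (9207 to 9990 of the mitochondrial genome) fell from 1026 ± 53.7 to 735 ± 32.1 CPM (SD, n = 3 each), a log2 fold change of -0.48 (SE 0.050, edgeR adjusted p 7.98e-14). MT-ND2, MT-CYB, MT-CO2, MT-ATP6 and MT-ND4 were lower by log2 fold changes of -0.38, -0.35, -0.34, -0.33 and -0.21. For MT-ND4 the call was lost without sgN6AMT1 replicate 2 (log2 fold change -0.15, adjusted p 0.126, the highest of a range that began at 1.59e-05). MT-CO1 (5904 to 7445) went the other way, from 1356 ± 61.4 to 1720 ± 37.6 CPM (SD, n = 3 each), a log2 fold change of 0.34 (SE 0.045, edgeR adjusted p 1.02e-09). MT-CO1 was higher, and MT-CO3 lower, past the threshold in all 16 of their alternatives. MT-ND6 (14149 to 14673), the only one of the 13 on the minus strand, had a log2 fold change of 0.84 (SE 0.23) that did not pass (edgeR adjusted p 0.0691). Its sgN6AMT1 values, 291 ± 61.6 CPM (SD, n = 3), all lay above those of sgCtrl, 160 ± 30.4 CPM (SD, n = 3), and it passed in 8 of 16 alternatives. MT-ND1, MT-ND3, MT-ND4L, MT-ND5 and MT-ATP8 did not pass. MT-ATP8 overlaps MT-ATP6, MT-ND4L overlaps MT-ND4, and MT-ATP6 touches MT-CO3, so their reads can be shared and their single values are less certain.

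**Figure D5:**
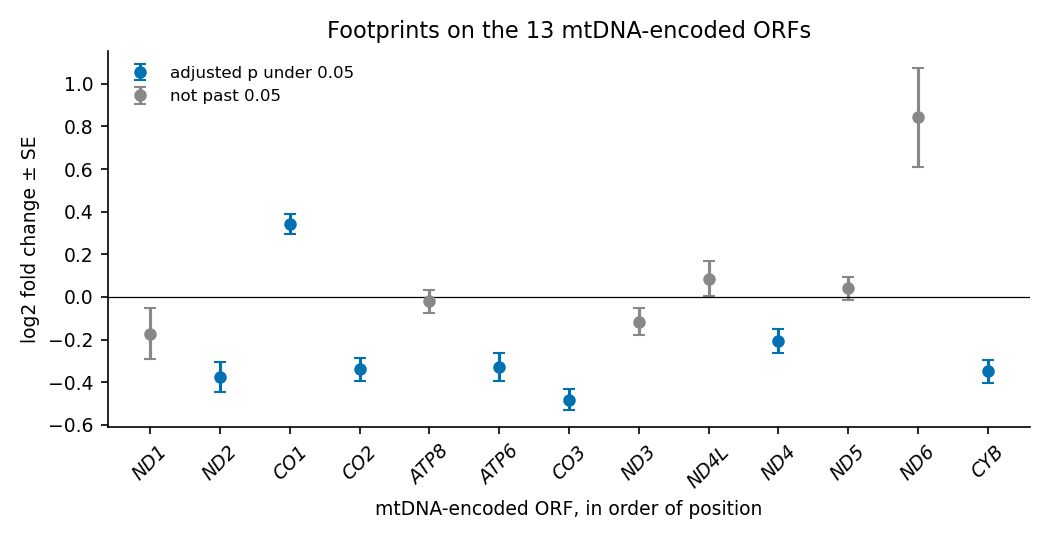
Log2 fold change ± SE (vertical axis) of footprints on the 13 mtDNA-encoded ORFs in order of position (horizontal axis), with ORFs past an adjusted p of 0.05 in blue and others in gray. MT-CO1, at 0.34, is the only one past the threshold above 0, and MT-CO3, at -0.48, is the lowest.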

Values the study reported

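The study reported that 1,401 individual genes were translated differently in N6AMT1-depleted K562 cells, at an FDR q-value under 0.05. It described PRORP and TRMT10C as reduced in ribosome profiling and the RNase P subunit HSD17B10 as not affected in immunoblots and only marginally affected in proteomics. PRORP and TRMT10C were also reported lower in proteomics of newly made proteins, in immunoblots of K562 and HeLa cells and in steady-state proteomics. Their RNA sequencing levels were reported as not different. Expressing both cDNAs in depleted cells was reported to restore mt-RNA processing fully or in part.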

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

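N6AMT1, TRMT10C, ELAC2, TRMT112 and MT-CO1 kept their direction and stayed past the threshold in all of the alternatives run. Across 17 alternatives the number of genes with changed occupancy ran from 1324 to 2727. Among calls shared with the edgeR result, none changed sign under any of them. DESeq2, the tool of the study, called 1324 genes where edgeR called 2473, with 585 higher in place of 1191 and 739 lower in place of 1282. On simulated data it recovered 54.5% of changed genes with 0 false calls, and edgeR 71.1% with 10 false calls, 6.67% of its calls. These rates hold for the simulated setting, with fewer changed genes, a single size of change and the same dispersion for all genes. They do not tell which count is closer to the truth here. Removing CDS length and GC trends, an alternative chosen after seeing the data, gave 2727 genes of which 63.7% were lower. It also shifted the median gene by -0.05 on the log2 scale, so part of this lean to lower genes can come from scaling. The 6 fits that each left out 1 library gave from 1859 to 2322 genes.

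PRORP was no longer past the threshold under DESeq2 (log2 fold change -0.59, adjusted p 0.122), without sgCtrl replicate 2, and with the libraries thinned to one total, which was chosen after seeing the data (log2 fold change -0.42, adjusted p 0.12). Its log2 fold changes ran from -0.66 to -0.45 across the 6 fits that each left out one replicate. PRORP had 33 to 89 counts per library. Whether this depth explains the lost calls was not told apart from the choice of tool or from sgCtrl replicate 2. HSD17B10, near 0 throughout, changed sign with trends removed (-0.0786) and ran from -0.0127, without sgCtrl replicate 2, to 0.0850 across those 6 fits.

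The mtDNA-encoded ORFs past the threshold and higher numbered 2, MT-CO1 and MT-ND6, in place of 1 under DESeq2, a mean of at least 50 counts, limma-voom and thinning, and 1 to 2 across the fits that left out one replicate. Several ORFs near 0 changed sign. MT-ATP8 was at 0.0335 with total counts only and at 0.0042 with a mean of at least 50 counts, and ran from -0.101 to 0.0476 across the fits that left out one replicate. With trends removed it was at -0.139 and passed (adjusted p 0.007), as did MT-ND3 (-0.20, adjusted p 0.00215), which made 8 ORFs lower in place of 6. Removing trends also shifted the median gene by -0.05. MT-ND5 ran from -0.0216 to 0.0884 across the same fits, and MT-ND4L was at -0.0179 with trends removed. The list of nuclear-encoded OXPHOS subunits had a median of -0.0033 and an upward direction in camera far from the threshold (adjusted p 0.919). The direction in camera turned downward without the low-count filter (median -0.0131, adjusted p 0.739) and with trends removed (-0.11, adjusted p 0.0319). It also did so without sgCtrl replicate 1, sgCtrl replicate 2 or sgN6AMT1 replicate 1. The median was above 0 with upper-quartile factors (0.0091), total counts only (0.0513) and a mean of at least 50 counts (0.0217). The median ran from -0.0195 to 0.0197 across the fits that left out one replicate. The cause was not tested for any of these.

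The number of lists past the threshold depended on the method, with 5 in camera, 1 with an estimated correlation and 8 in fry. With an estimated correlation the processing list (median -0.21, adjusted p 0.0899) and the granule list (median -0.22, adjusted p 0.0991) did not pass. In fry the list of mt-tRNA and mt-rRNA modification passed (median -0.12, adjusted p 0.0011). The study tested lists with the GSEA program and other gene sets. A different program, fgsea, run here on the 13 lists, kept both the processing list (adjusted p 0.0158) and the granule list (adjusted p 0.00433). Over all alternatives the adjusted p of the processing list ran from 0.000134 to 0.0899 and that of the granule list from 0.000157 to 0.0991. Among genes and lists other than N6AMT1, the RNase P genes and the lists of RNA processing, granule and modification, changes came to 13 stronger, 14 weaker and 11 reversed. MT-ND6 made up 8 of the stronger, and the list of mtDNA-encoded ORFs 11 of the weaker.

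The replicate numbers did not pair the samples: correlations between same-numbered libraries of their deviations from the group means were -0.06, 0.02 and 0.02. With the replicate block, 2390 genes passed, 1167 higher and 1223 lower. Of 50 results computed with the block, 3 changed: MT-ND6 passed, which made 2 mtDNA-encoded ORFs higher, and the list of these ORFs did not pass (median -0.17, adjusted p 0.208).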

Other observations

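Of the tests in this part, those on thinned libraries and on CDS length and GC trends were chosen only after the result was seen. The number of genes with changed occupancy here was 2473. That is higher than the value quoted from the study above. DESeq2 gave 1324 genes. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the real one, which was the real split itself. The other 9 gave 0 genes past the adjusted threshold, with 110 to 259 genes at an unadjusted p under 0.05. With 10 splits this share cannot go below 0.1. The real split alone, 1 of 10, also gave as many mtDNA-encoded ORFs past the threshold (7, against 0 in the others, where up to 2 had an unadjusted p under 0.05). For the 13 lists, 1 of 10 splits gave as many as the real one (5), and other splits gave up to 4. Every other split keeps a part of the real difference, since it puts 2 libraries of one group against 1, so these lists are not a clean background. Unequal library size argues poorly for the gene count, since 2212 genes passed with each library thinned to the smallest total. CDS length or GC content bias does so too, since 2727 genes passed with those trends removed. Their removal also shifted the median gene by -0.05 on the log2 scale. Across 8607 genes, which are not independent replicates, log2 fold change had a Spearman rho of -0.13 with CDS length and 0.09 with GC content.

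The tests in this part were chosen after the changed genes had been seen, though before their own values were computed. Since N6AMT1 modifies the release factor eRF1, properties of the transcripts tied to termination were tested against the changes. Genes ending in TAA, TAG or TGA had median log2 fold changes of -0.01, 0.03 and 0.01, and none of the 3 sets passed in camera (smallest adjusted p 0.809). None of 20 sets of genes by their last amino acid passed either (smallest adjusted p 0.847). Under fry, which asks whether a set changed at all and not whether it changed more than other genes, the smallest adjusted p was 0.0682 for stop codons and 0.00622 for last amino acids. The 2808 genes with a complete upstream open reading frame in the 5′ untranslated region had a median of 0.03, against -0.00104 in 5136 genes without one (camera p 0.328). With an estimated correlation the first set had a p of 0.0284, and 0.00506 with trends on CDS length and GC content removed. The annotated transcript of TRMT10C holds 0 start codons of such frames, and that of PRORP holds 4. Start codons that share a stop were counted separately, and frames that run into the CDS were not counted. The study mentions predicted upstream frames in isoforms of both mRNAs, and other isoforms were not examined here. The camera tests argue against stop codon and last residue as a general cause of the changes, and say nothing about single genes. Whether upstream frames contribute cannot be told apart from the gene-to-gene correlation assumed, since the outcome changed with it.

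Of the tests in this part, those on the telomere side of the guide targets and on windows of neighbouring genes were chosen before their own values were computed, and all others only after the result was seen. Genes on chromosome 21, where the guide cuts, had lower occupancy as a group. Of 86 tested genes, 37 were lower and 2 higher past the threshold. The median deviation of these genes from the rest of the genome was 0.12, 0.13 and 0.13 in the sgCtrl libraries and -0.15, -0.16 and -0.12 in the sgN6AMT1 libraries (log2). Without N6AMT1 itself, the median of the other 85 was -0.25. Of 10000 random lists of genes from other chromosomes matched on expression, 0 had a median as low, and the lowest random median was -0.13. The strongest window of 25 neighbouring genes in the genome, at -0.39 relative to the median gene, began on chromosome 21 at 5116341 and ended at 32771755; only 13 of 1000 shuffles of gene positions gave a window as strong. No single library made the shift, since the camera p was at most 2.37e-08 in the fits that each left out 1 library. Trends on CDS length and GC content did not make it either (camera p 4.80e-08 with them removed). Over 15 alternatives the median stayed between -0.30 and -0.20, and the p with an estimated correlation was at most 0.034. Of the 10 splits, 1 gave as small a camera p, the real one, while all of the other 9 had a p under 0.05 because they carry a part of the real difference. On the telomere side of N6AMT1, the side that a cut can detach from the centromere, the median of 73 genes was -0.22 (camera adjusted p 1.77e-07). The 12 genes on the centromere side had a median of -0.36, which did not pass (camera adjusted p 0.24, unadjusted 0.0444), although only 0.01% of random lists were as low. The tests of these 12 genes disagreed, with a p of 0.0188 in fry and 0.143 in camera with an estimated correlation, and 4 of the 10 splits, the real one among them, gave as small a camera p. A shift limited to the telomere side therefore cannot be told apart from a shift of the whole chromosome. On the telomere side of the control target OR11A1 on chromosome 6 the median was -0.03 (130 genes, adjusted p 0.0682), and beyond OR2M4 on chromosome 1 only 4 genes were tested. A candidate explanation is that some sgN6AMT1 cells had lost chromosome 21 or part of it after the cut, or had grown from cells with fewer copies. DNA was not measured here, so this remains a hypothesis. It bears on N6AMT1 and other genes of that chromosome, such as MRPL39 (log2 fold change -0.38). Of the 2473 changed genes, 2377 lay outside chromosome 21 and the telomere sides of the control targets. Copy number of those regions cannot directly account for these 2377. Copy number of other chromosomes was not tested, and chromosome 15 was higher as a group (median 0.12, camera adjusted p 0.0334). Secondary effects of lower chromosome 21 genes on footprints elsewhere were not tested here and stay open. For mt-RNA processing, the study reported a full rescue by an N6AMT1 cDNA that resists the guide. A catalytically inactive mutant did not rescue it. Lower chromosome 21 genes are thus a poor explanation of that defect, but the rescue was not measured on footprints.

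All tests in this part were chosen only after the result was seen. Genes of lysosomal proteins had higher occupancy. Of 56 listed genes, 51 were tested, with a median log2 fold change of 0.41, 33 higher and 0 lower past the threshold; 11.8% of them had a negative log2 fold change. None of the 56 is in the 13 lists. The camera p was 6.71e-25, with 0.00106 for an estimated correlation and 1.81e-05 in fry. The median deviation of these genes was -0.19, -0.25 and -0.20 in the sgCtrl libraries and 0.19, 0.20 and 0.20 in the sgN6AMT1 libraries (log2). The list was written after the genes with the smallest p-values had been seen, and 8 members were among those. The other 43 members alone had a median of 0.34 (camera p 1.20e-10), which argues against selection of those 8 as the cause. Trends on CDS length and GC content are argued against as well (camera p 1.35e-22 with them removed). Of the 10 splits, 1 gave as small a camera p, the real one, while all of the other 9 had a p under 0.05 (smallest 8.51e-06) because they carry a part of the real difference. Lysosomal proteins are made at the endoplasmic reticulum, so a different recovery of membrane-bound ribosomes was considered. The 900 other genes with a hydrophobic N terminus were slightly higher too, with a median of 0.11 against -0.0021 in 7659 remaining genes (camera p 3.57e-05). The lysosomal median lay at percentile 100 among 10000 lists of such genes matched on expression, of which a share of 0.05 exceeded 0.19, so recovery of these ribosomes is not the whole cause. The median stayed between 0.33 and 0.47 over 15 alternatives. A higher expression of lysosomal genes in sgN6AMT1 cells is left as a hypothesis, and whether it arises from mRNA levels or from translation was not tested.

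All tests in this part were chosen only after the result was seen. The mtDNA-encoded ORFs moved apart while their summed share of counts did not change. MT-CO1 rose, 6 others fell, and MT-ND6 had a higher log2 fold change that did not pass. Scaling of the libraries cannot turn an unequal change into an equal one, and under each scaling tried at least 1 ORF was higher past the threshold while others were lower. Reads shared between overlapping ORFs are argued against for MT-CO1, which overlaps none and had a log2 fold change of 0.34. One deviating library is argued against too, since at least 1 ORF stayed higher in each of the 6 fits that left out 1 library. The ORFs differ in the RNA they come from and in the mitochondrial ribosomes on them, which these counts do not separate, so a biological difference between ORFs remains a hypothesis. The effect of the authors' footprint length filter on mitochondrial footprints was not tested. The lysis buffer held cycloheximide, which the study calls an inhibitor of cytosolic translation, and no inhibitor of mitochondrial translation is described for it. The study reported a decrease in all mt-mRNAs and, at a later day, weaker mitochondrial protein synthesis by labeling. The unchanged share of footprints is therefore no evidence that mitochondrial translation was unchanged.

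All tests in this part were chosen only after the result was seen. Counts in sgCtrl replicate 2 stood out for the 3 genes that were over 5 times higher in 1 library than in the other replicates of its group at 50 counts or more. MTRNR2L8 had 29, 1137 and 25 counts in sgCtrl and 24, 26 and 16 in sgN6AMT1. MTRNR2L1 and MTRNR2L13 had 229 and 188 counts in that library and at most 22 in any other. The 11 listed genes of this family, which are nuclear copies of the mitochondrial 16S rRNA, together took 0.0599% of counts there and at most 0.0038% in the other libraries. The sequences of the 3 outlying genes shared from 4.62% to 47% of their 15-base words with the 16S rRNA, against at most 0.289% for 8675 tested genes outside the family. Genes with an annotated CDS were scored over it on the sense strand, and unmatched genes over their genomic interval against both strands. MTRNR2L8 and MTRNR2L1 were scored the second way, so the compared values are partly unlike measures. The test first required that most words be shared, which none of the 3 genes met. The requirement was then lowered to more than any gene outside the family, after these values had been seen. Reads of mitochondrial 16S rRNA in that library are therefore a candidate source that cannot be told apart from others, because the genes were chosen for the pattern and no reads were examined here. None of the 3 genes passed the threshold, yet their log2 fold changes ran from -3.91 to -2.32. No biological explanation was tested.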
